A study of Mus musculus with 36 samples.

How the data were processed

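PolyA RNA was measured by sequencing in the livers of 36 mice, 4 in each of 9 groups formed by 3 genotypes of LXRalpha residue 441 and 3 treatments. Genotype, diet, compound and replicate number were taken from the sample labels. Per the labels, the libraries were made and sequenced by an outside provider. The labels name no aligner, counting tool, genome build or annotation, so no coordinates are given, and the mouse annotation GENCODE M21 served only for gene names, neighbouring genes, exon lengths and shared sequence. Of the genes listed, 49056 matched an M21 gene and 259 did not, and 174 had no symbol and are known by their Ensembl identifier alone.

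The authors deposited a single table of TPM (transcripts per 1000000 transcripts), per its column names, and each of its columns summed to 1e+06, which was checked on the values. TPM are corrected for gene length and library total but not for a change in what a library is composed of. Neither read counts nor library totals were deposited, so tests that need counts were not used for the main results. The depth of each library was recovered as follows. A gene with few reads has a TPM that is a multiple of the value of 1 read, and that value depends on the gene's length and on the library total. The total was fitted on genes between 0.02 and 0.4 TPM, with the summed exon length of each gene. Of the genes with under 20 recovered reads, 93.7% to 95.7% then lay within 0.1 of a whole number of reads, where chance gives 20%. The depth recovered in this way was 18.1 to 35.8 M reads per library (M, 1000000). Genes without a matching length held at most 0.0320% of the TPM of a library. A gene with 3 reads or fewer in all libraries of a group was treated as at the limit of detection. Limits of this kind cover counting error only, since reads without molecular identifiers are not independent molecules.

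Values were analysed as log2(TPM + 1) for the 16638 genes with at least 1 TPM in at least 4 samples. A linear model with 1 mean for each of the 9 groups was fitted with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean expression, and all 36 libraries shared 1 estimate of spread. Two-sided tests were made for 16 contrasts, and p-values were adjusted by Benjamini-Hochberg over the 16638 genes of each contrast, with a threshold of 0.05. The contrasts were T0901317 against vehicle and MASH diet with vehicle against chow in each genotype, W/F and F/F against W/W in each treatment, and the difference of the T0901317 and diet responses between W/F or F/F and W/W. Fold changes are fitted differences on the log2 scale. The labels state that the chow mice were an independent cohort, which no term of a model can separate from the diet. They give no date or sequencing batch, so no batch could be examined.

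Since the median gene differed between groups, each comparison was also made after dividing each library by the median of its ratios to the geometric mean over 13950 genes. This rescaling assumes that the median gene does not change, and the deposited scaling assumes that the total does not change. Neither assumption can be checked without added standards.

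Genes were named by a rule. For comparisons of 2 groups a named gene had an adjusted p under 0.05, a mean of at least 5 TPM in the higher group and no overlap between the 4 and 4 samples, and the 3 largest and 3 smallest log2 fold changes were taken. For differences of responses it had an adjusted p under 0.05 and at least 5 TPM in 1 or more of the 4 groups. The genes Nr1h3, Nr1h2, Abca1, Abcg1, Abcg5, Abcg8, Srebf1, Scd1, Fasn, Lpcat3, Mylip, Cyp7a1, Ccl2 and Col1a1 were fixed in addition. The text gives a selection from both sets. The share of a gene's exon sequence that also occurs in other annotated genes was computed from M21.

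Lists of genes were written for 7 processes: LXR target genes, fatty acid synthesis, cholesterol synthesis and uptake, PPAR-alpha target genes, bile acid synthesis and transport, macrophage and inflammation, and fibrosis and stellate cells. Of the LXR list 4 genes, of the fatty acid list 3 and of the bile acid list 1 are also in another list. Each was tested in each contrast with camera at a preset inter-gene correlation of 0.01, adjusted over the 112 tests, and again with an estimated correlation and with fry. Calls within a list were also counted with p-values adjusted over the list alone. Responses were compared across genotypes by scores over 200 genes chosen in W/F and measured in W/W and F/F, with exact permutation tests over 70 arrangements within a genotype and 4900 arrangements for the difference.

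The groups, contrasts, tests, naming rule, process lists and most alternatives were fixed before the data were examined. The alternatives fixed in this way were a pseudocount of 0.1, a filter of at least 5 TPM in at least 4 samples, no filter, rescaled TPM, the replicate number as a block, array quality weights, a fit of only the groups compared, and the omission of each library in turn. For the scores they were the top 100 and top 500 genes, the LXR list and sign changes within replicate numbers, and for the lists fry and the estimated correlation. Recovered reads with voom, and scores with genotype means subtracted before permuting, were added after seeing the data. Lists of marker genes for cell types, for sex-biased genes and for imprinted genes were written after some of their genes had been seen, and serve only the closing observations.

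The procedure was tested on simulated data. Of 200 genes given a change, 184 were called, with 72% of those changed 1.5-fold, 96% at 2-fold and 100% at 4-fold and 8-fold, beside 9 of 16438 unchanged genes. The changed genes were drawn only from those with a mean log2 level above that of 5 TPM, so these shares do not cover lower genes. With no change planted 0 genes were called. A planted difference of responses was called in 157 of 200 genes, with 11 of 16438 unchanged genes. A raised list was called in 5 of 5 contrasts and other lists in 0 of 107 tests. The simulated noise was independent between genes. These list results therefore do not show how often a list is called wrongly where its genes vary together. A planted response score of 1.65 was estimated at 1.57, and depth was recovered with 100% of low values at whole reads, against 22.2% where no steps were planted. Tables were handled with the data.table package (1.17.8), Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.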

Results

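PolyA RNA from the livers of 36 male mice aged 11 to 12 weeks was sequenced, with 4 mice in each of 9 groups. The mice carried the liver X receptor alpha (LXRalpha), a nuclear receptor for oxidised cholesterol, in its normal form or with phenylalanine in place of tryptophan at residue 441. Homozygous controls are written W/W, heterozygous mutants W/F and homozygous mutants F/F. Each genotype was studied on chow, on a diet rich in fat and cholesterol that promotes metabolic dysfunction-associated steatohepatitis (MASH) with vehicle, and on the MASH diet with T0901317, a synthetic LXR agonist. The MASH diet lasted 4 weeks, with T0901317 at 10 mg/kg or vehicle by gavage each day of the last 2 weeks. The chow mice formed an independent cohort, so every diet comparison includes any difference between cohorts, and in W/W the 2 cannot be told apart. The comparisons ask how the mutation changes liver expression under each condition, and whether it changes the responses to the agonist and to the diet.

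Expression was deposited as TPM (transcripts per 1000000 transcripts) for each Ensembl gene, without read counts or library totals. The depth recovered from the spacing of low TPM values and annotated gene lengths was 18.1 to 35.8 M reads per library, with a median of 23.9 M reads (M, 1000000). In 11 of the 12 comparisons of 2 groups the depths overlapped. In the exception, the diet comparison in W/F, the chow mice had 20.7 to 21.8 M reads and the vehicle mice 23.5 to 34.5 M reads, so depth differs there along with diet and cohort. The vehicle mice had 23.6 ± 1.54 M reads in W/W, 26.8 ± 5.19 M reads in W/F and 24.4 ± 1.46 M reads in F/F (SD, n = 4 each). Library composition did differ. The 100 most abundant genes held 55.3% ± 2.10 of the TPM in W/W vehicle mice, 45.6% ± 0.884 in W/F vehicle mice and 40.04% ± 1.37 in F/F vehicle mice (SD, n = 4 each). The number of genes with at least 1 TPM was 12486 ± 311 in W/W vehicle mice and 15432 ± 119 in F/F vehicle mice (SD, n = 4 each).

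Replicates correlated across genes with Pearson's r between 0.962 and 0.987 on the log2 scale, where genes are not independent replicates. The first principal component of the 16638 expressed genes carried 59.5% of the variance and the second carried 9.88%. All 12 W/W mice lay between 26.0 and 66.6 on the first component, and the 4 W/F chow mice between 50.5 and 58.6. F/F mice lay between -32.5 and -1.45 on chow, between -107 and -99.0 on vehicle and between -72.8 and -34.8 with T0901317. W/F vehicle mice lay between -76.6 and -61.9. With T0901317, 3 of the 4 W/F mice lay between 44.9 and 54.5, and replicate 2 lay at 1.00.

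**Figure D1:**
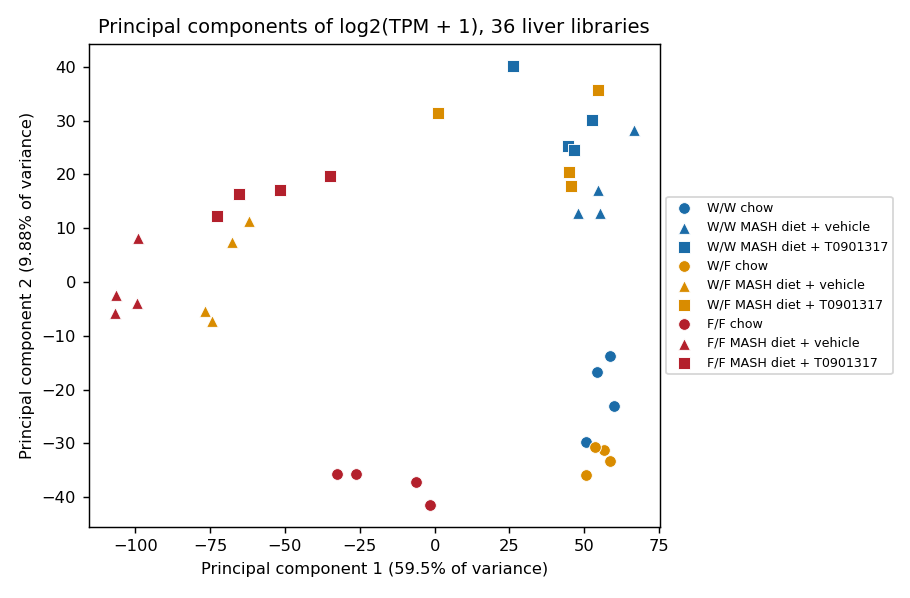
Each point is a library placed by its scores on the first 2 principal components of log2(TPM + 1) over 16638 genes, with colour for genotype and marker for treatment. The component scores have no unit, and the first component (59.5% of the variance) separates the W/F and F/F vehicle mice from the 12 W/W mice, with W/F T0901317 replicate 2 at 1.00 between the vehicle mice and the other T0901317 mice of its genotype.

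Differential expression was tested with limma over 16638 genes, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Because TPM values of a library sum to a constant, a change in its abundant genes moves all other genes, and the median gene moved with it. The median log2 fold change over all genes was 0.70 for F/F against W/W on vehicle, 0.52 for W/F against W/W on vehicle, 0.43 for F/F against W/W with T0901317 and 0.29 for F/F against W/W on chow. For the MASH diet against chow it was 0.39 in W/F, 0.32 in F/F and -0.05 in W/W, and for T0901317 against vehicle it was -0.49 in W/F, -0.24 in F/F and 0.06 in W/W. Counts of genes higher or lower are therefore given first as deposited and then after rescaling each library by median-of-ratios factors, and where a direction of a gene or list discussed holds only in 1 of the 2 scalings, it is named as such. Among all genes, 1585 were called in opposite directions in the 2 scalings for F/F against W/W on vehicle, beside 6394 in the same direction. For W/F against W/W on vehicle it was 866 beside 5756, and for T0901317 in W/F 590 beside 5644. Across the 16 counts, rescaling brought the share of called genes that were higher from a range of 9.02% to 92.2% to a range of 32.0% to 59.3%. Of all alternatives, fitting only the libraries compared moved a count most in proportion, from 81 to 3 genes for W/F against W/W on chow. Testing only genes with at least 5 TPM in at least 4 samples, and so fewer genes, moved a count most in number, from 12724 to 9271 genes for F/F against W/W on MASH diet with vehicle.

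**Figure D2:**
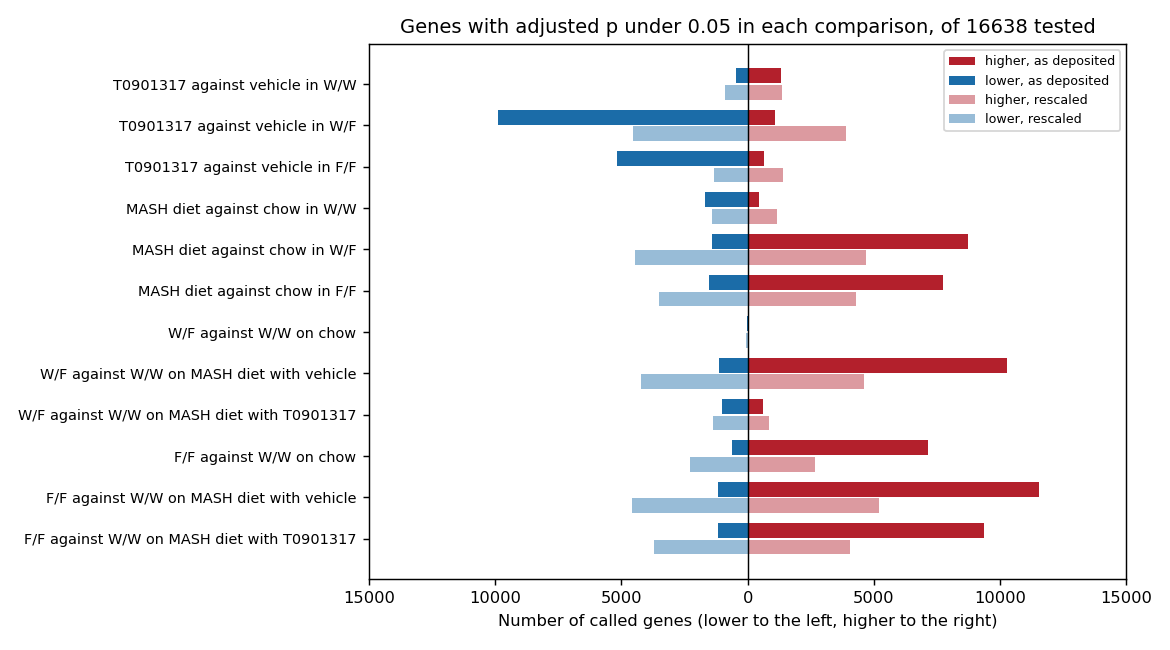
Bars show the number of genes called at an adjusted p under 0.05 in each of 12 comparisons (axis, number of genes), lower to the left and higher to the right, for the deposited TPM and for TPM rescaled by median-of-ratios factors. F/F against W/W on vehicle has the most (12724 genes as deposited, 9809 rescaled), and W/F against W/W on chow the fewest (81 genes as deposited, 100 rescaled).

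The transcript level of the receptor itself was examined first. The study's description pairs the name LXRalpha with the symbol Nr1h2, whereas Nr1h3 is its usual symbol, so both genes are given. Nr1h3 (ENSMUSG00000002108) had group means between 86.8 ± 3.27 TPM in W/W with T0901317 and 108 ± 9.04 TPM in W/F on vehicle (SD, n = 4 each). It was called in 0 of the 16 comparisons, and 0 had an unadjusted p under 0.05. After rescaling it was called in 10 of the 16 comparisons, with 13 at an unadjusted p under 0.05, because its level stayed near constant while the median gene moved. Leaving out W/F chow replicate 4 gave 1 call in the deposited scaling. Nr1h2 (ENSMUSG00000060601) rose with the median gene, from 23.1 ± 0.583 TPM in W/W vehicle mice to 47.2 ± 2.57 TPM in F/F vehicle mice (SD, n = 4 each). It was called in 10 of the 16 comparisons as deposited, and in 0 after rescaling, where 3 had an unadjusted p under 0.05.

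Among the LXR target genes fixed beforehand, Scd1 (ENSMUSG00000037071), a fatty acid desaturase, differed most between genotypes. Its level in W/W mice was 3708 ± 1678 TPM on chow, 7896 ± 2382 TPM on vehicle and 21770 ± 410 TPM with T0901317 (SD, n = 4 each). In W/F mice it was 38.3 ± 18.03, 514 ± 138 and 1900 ± 242 TPM under the same 3 conditions, and in F/F mice 63.9 ± 20.01, 13.1 ± 1.61 and 583 ± 85.6 TPM (SD, n = 4 each). The sterol-regulated factor Srebf1 (ENSMUSG00000020538) reached 675 ± 33.6 TPM with T0901317 in W/W, 396 ± 57.7 TPM in W/F and 133 ± 15.1 TPM in F/F, against 398 ± 171, 61.8 ± 13.2 and 23.8 ± 1.93 TPM on vehicle (SD, n = 4 each). The sterol exporter Abcg5 (ENSMUSG00000040505) was at 81.5 ± 18.7 TPM on chow and 290 ± 41.4 TPM on vehicle in W/W, and at 88.4 ± 34.7 and 37.2 ± 3.80 TPM in F/F (SD, n = 4 each). Its diet response differed between F/F and W/W by a log2 fold change of -2.96 (limma adjusted p 1.48e-07). The exporter Abcg1 (ENSMUSG00000024030) was higher on vehicle in F/F, at 35.45 ± 3.89 TPM, than in W/W, at 6.51 ± 1.46 TPM (SD, n = 4 each). The collagen gene Col1a1 (ENSMUSG00000001506) was at 3.11 ± 0.750 TPM in W/W on chow, 46.0 ± 17.9 TPM in F/F on chow, 126 ± 41.2 TPM in W/F on vehicle and 269 ± 19.98 TPM in F/F on vehicle (SD, n = 4 each).

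**Figure D3:**
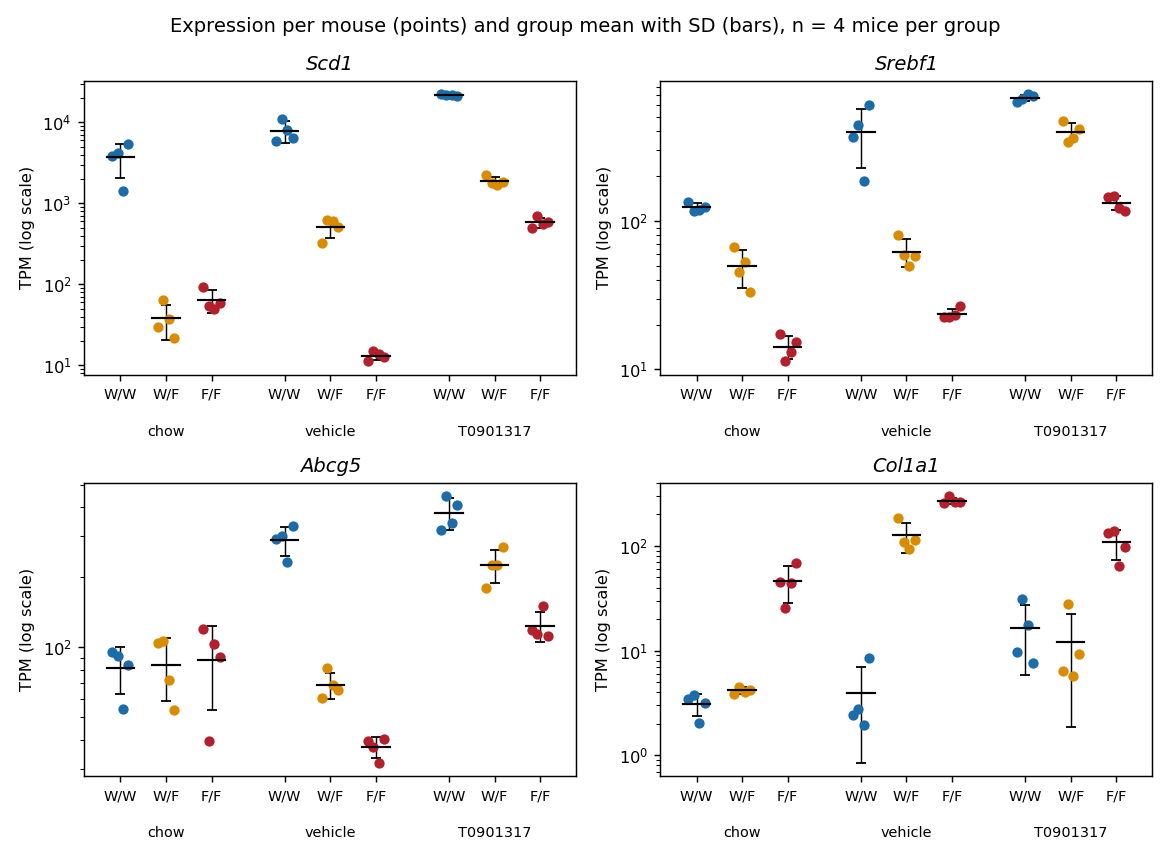
Points are single mice and black bars the group mean with its SD (n = 4), in TPM on a log axis, for Scd1, Srebf1, Abcg5 and Col1a1 by treatment and genotype. Scd1 spans from 13.1 TPM in F/F vehicle mice to 21770 TPM in W/W mice with T0901317, and Col1a1 from 3.11 TPM in W/W chow mice to 269 TPM in F/F vehicle mice.

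T0901317 against vehicle asks what LXR activation does in the livers of mice on the MASH diet. In W/W mice 1794 genes were called, of which 1310 were higher (73.0%), and rescaling gave 2258 with 59.3% higher. The log2 fold change was 2.67 for Fasn (adjusted p 2.89e-05), 1.51 for Scd1 (adjusted p 6.44e-04), 1.36 for Abcg1 (adjusted p 1.46e-04) and 0.79 for Abca1 (adjusted p 5.19e-04), with no overlap between the 4 treated and the 4 vehicle mice for any of them. Srebf1 rose by 0.88 (adjusted p 0.00599), and by 0.56 when W/W vehicle replicate 3 was left out, and it was not called when only the libraries compared were fitted. Abcg5 rose by 0.39 with overlapping mice and was not called (adjusted p 0.347). By the rule fixed for naming genes, the largest rises included Pnpla3 (ENSMUSG00000041653) at 4.53 (adjusted p 3.53e-11) and Ly6d (ENSMUSG00000034634) at 4.50 (adjusted p 1.60e-07). Cyp2a4 rose by 5.22, but 38.01% of its sequence is shared with other annotated genes. The largest falls were Serpina1e at -5.50, with 34.6% of its sequence shared, Slc22a7 at -3.68 (adjusted p 4.34e-11) and the pseudogene Serpina4-ps1 at -3.22.

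In W/F mice T0901317 changed 10971 genes, of which 1097 were higher (10.0%), and rescaling gave 8456 with 46.2% higher. Srebf1 rose by 2.67 on the log2 scale (adjusted p 3.70e-11), Scd1 by 1.92 (adjusted p 1.72e-06) and Abcg5 by 1.69 (adjusted p 3.58e-07). Abcg1 fell, at -1.32 (adjusted p 1.59e-05, -0.74 after rescaling), with W/F T0901317 replicate 2 within the range of the vehicle mice at 31.8 TPM. It rose in W/W, and the difference from the W/W response was -2.67 (adjusted p 1.34e-07). Mylip fell by 0.61 as deposited (adjusted p 0.00301) and was not called after rescaling. Abca1 changed by -0.17 and was not called (adjusted p 0.329), with -0.07 when W/F vehicle replicate 2 was left out and -0.28 when W/F vehicle replicate 4 was, and after rescaling it rose by 0.42. The largest falls were Gpnmb (ENSMUSG00000029816), a gene of lipid-laden macrophages, at -6.54 (adjusted p 3.88e-11), Sprr1a at -6.30 (adjusted p 3.08e-10) and Ly6d at -6.27 (adjusted p 3.65e-11). The largest rises, between 6.79 and 6.84, were the major urinary protein genes Mup11, Mup7 and Mup15, for which 77.8%, 86.7% and 100% of the sequence is shared with related genes, so that their single values are uncertain.

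In F/F mice T0901317 changed 5841 genes, of which 658 were higher (11.3%), and rescaling gave 2729 with 50.5% higher. Without F/F T0901317 replicate 3 the count was 3244. The largest rises were Inmt (ENSMUSG00000003477) at 5.83 (adjusted p 8.08e-13), the macrophage gene Cd5l (ENSMUSG00000015854) at 5.50 (adjusted p 9.51e-12) and Scd1 at 5.37 (adjusted p 6.23e-14). The largest falls were Chil3, with 26.9% shared sequence, at -2.98, Npy at -2.78 (adjusted p 9.51e-12) and Ngp at -2.72 (adjusted p 7.97e-06). Abcg5 rose by 1.71 (adjusted p 5.10e-06), and Abcg1 rose by 0.38 without a call (adjusted p 0.204), which became a call after rescaling at a log2 fold change of 0.64.

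Whether the mutation changed the response to T0901317 was tested as the difference between the genotypes' responses. W/F and W/W differed for 9726 genes (9.02% with a higher response in W/F, 44.96% of 7297 after rescaling), and F/F and W/W for 5065 genes (10.8% higher in F/F, 42.01% of 2904 after rescaling). The Srebf1 response was larger by 1.79 in W/F (adjusted p 1.33e-05) and by 1.55 in F/F (adjusted p 4.51e-04) than in W/W. Scd1 responded more in F/F by 3.86 (adjusted p 1.23e-07), and in W/F by 0.41 without a call (adjusted p 0.407). The W/F difference was 0.21 without W/F vehicle replicate 1 and 0.23 without W/W vehicle replicate 2, and it became a call after rescaling, at 1.08. Ly6d, which rose in W/W and fell in W/F, gave the most negative difference, -10.78 (adjusted p 5.31e-12), in W/F. In F/F the differences by the naming rule included 5.57 for Mup3 (adjusted p 3.15e-08), 5.37 for Serpina1e (adjusted p 2.04e-05), -5.44 for Ly6d (adjusted p 2.70e-06) and -5.11 for Fabp5 (adjusted p 3.15e-08). As deposited, many of these differences arose on vehicle rather than with T0901317. Of the genes called, 8828 of 9726 in W/F (90.8%) and 4661 of 5065 in F/F (92.0%) differed more from W/W on vehicle.

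The MASH diet with vehicle against chow asks what the diet does in each genotype, with the cohort difference included. In W/W mice 2141 genes were called (20.1% higher), and rescaling gave 2567 (45.4% higher). The count fell to 1091 without W/W vehicle replicate 1 and to 1266 without W/W chow replicate 2. The largest changes in W/W were a rise of Cfd (ENSMUSG00000061780) by 5.83 (adjusted p 2.04e-08) and falls of the cholesterol synthesis genes Idi1, at -4.38 with 17.7% shared sequence, and Sqle, at -4.36 (adjusted p 4.84e-18). Gm24282 is listed at 0 TPM in all 4 W/W chow mice and at 6.91 ± 2.75 TPM in W/W vehicle mice (SD, n = 4). Its annotated sequence is very short and holds only 17 stretches of 50 bases. A few reads can then give several TPM, so this rise is uncertain. In W/F mice 10145 genes were called (86.0% higher), and rescaling gave 9118 (51.2% higher). The largest rises were Gpnmb at 8.08 (adjusted p 2.02e-13), Ly6d at 7.89 (adjusted p 1.35e-13) and Lgals3 at 6.73 (adjusted p 4.02e-13), and the largest falls were Mup7, Mup15 and Mup11, at -9.74 to -8.47. In F/F mice 9279 genes were called (83.4% higher), and rescaling gave 7815 (55.0% higher). Lgals3 rose by 4.21 (adjusted p 9.35e-09) and Mmp7 by 4.09 (adjusted p 1.38e-10), while Elovl3 changed by -5.97 (adjusted p 7.88e-10) and Sult2a8 by -5.73 (adjusted p 5.51e-15).

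The diet response differed between W/F and W/W for 9086 genes (90.6% higher in W/F, 52.8% of 6662 after rescaling) and between F/F and W/W for 7654 genes (90.1% higher in F/F, 54.6% of 4469 after rescaling). The difference was 7.72 for Gpnmb (adjusted p 4.08e-09) and 7.06 for Ly6d (adjusted p 7.57e-09) in W/F. In F/F it was -6.32 for Cfd (adjusted p 8.64e-07), -5.67 for Sult2a8 (adjusted p 1.36e-10) and 4.70 for Fabp5 (adjusted p 1.08e-07). Scd1 responded to the diet more in W/F, by 2.57 (adjusted p 8.59e-06), and less in F/F, by -3.36 (adjusted p 6.28e-07), than in W/W.

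The genotype comparisons within each condition ask what the mutation does by itself. On chow, W/F and W/W differed for 81 genes (40.7% higher), and rescaling gave 100 (32.0% higher). The count was 53 without W/W chow replicate 4, and 3 when only the libraries compared were fitted, a fit in which Fabp5, Gm32468, Srebf1, Gm12406 and Enho were not called. Scd1 was lower in W/F by a log2 fold change of -6.51 (adjusted p 5.21e-16), Fabp5 by -2.94 (adjusted p 1.45e-05) and the non-coding gene Gm32468 by -2.51 (adjusted p 2.18e-06), and Srebf1 was lower by -1.34 (adjusted p 4.92e-04). The largest rises were Gm12406 at 1.85 (adjusted p 9.19e-05) and Enho at 1.47 (adjusted p 3.42e-04). F/F and W/W differed for 7764 genes on chow (92.2% higher), and rescaling gave 4963 (53.8% higher). Ly6d was higher in F/F by 5.81 (adjusted p 5.82e-10) and H19 by 5.13 (adjusted p 1.56e-10), while Scd1 was lower by -5.73 (adjusted p 6.72e-15) and Srebf1 by -3.04 (adjusted p 1.29e-11).

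On vehicle, W/F and W/W differed for 11391 genes (90.02% higher), and rescaling gave 8831 (52.3% higher). F/F and W/W differed for 12724 genes (90.7% higher), and rescaling gave 9809 (53.1% higher). Gpnmb was higher than in W/W by 7.73 in W/F (adjusted p 6.75e-13) and by 8.03 in F/F (adjusted p 5.93e-14), and Lcn2 by 7.50 (adjusted p 3.16e-07) and 7.97 (adjusted p 5.98e-08). In F/F, Scd1 was lower by -9.09 (adjusted p 1.61e-20). In both, Mup7 and Mup17 were among the largest falls, between -9.18 and -8.26. With T0901317, W/F and W/W differed for 1644 genes (36.9% higher), and rescaling gave 2243 (37.9% higher). Recovered reads with voom gave 2187, of which 1271 were higher, so the balance of directions here depends on the fit. Enho was higher in W/F by 3.12 (adjusted p 1.36e-11) and Slc22a7 by 2.80 (adjusted p 7.61e-09), and Gm32468 was lower by -4.81 (adjusted p 1.25e-13) and Pnpla3 by -4.69 (adjusted p 9.21e-12). F/F and W/W differed for 10517 genes with T0901317 (89.0% higher), and rescaling gave 7790 (52.2% higher), with Gpnmb higher in F/F by 6.44 (adjusted p 5.67e-11).

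Of the genes called, those with at least a 2-fold change on the fitted scale numbered 373 for T0901317 in W/W, 3087 in W/F and 631 in F/F. For the diet they numbered 276 in W/W, 3418 in W/F and 2644 in F/F. For F/F against W/W they numbered 1496 on chow, 5652 on vehicle and 2684 with T0901317, and for W/F against W/W 45, 3614 and 330. In proportion, fitting only the libraries compared moved these numbers most, from 45 to 3 for W/F against W/W on chow. In number, rescaling did, from 5652 to 3568 for F/F against W/W on vehicle, and it also moved T0901317 in F/F from 631 to 392. A pseudocount of 0.1 in place of 1 gave 5062 in place of 3087 for T0901317 in W/F and 2949 in place of 1496 for F/F against W/W on chow.

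Lists of genes for 7 processes, written before the data were examined and all tested in full, were compared with the other genes by camera in the 16 comparisons. Of the 112 tests, 88 had an adjusted p under 0.05. The alternative that moved this number most was an inter-gene correlation estimated for each list in place of the preset 0.01, which left 40, all among the 88. Under fry, which tests a list without reference to other genes, 79 tests passed and 71 of the 88 were among them. After rescaling 90 passed, 82 of them among the 88. T0901317 raised the fatty acid synthesis list by a median log2 fold change of 1.84 in W/W, with 15 of its 18 genes called over all genes and 17 when adjusted over the list alone. The median in W/F was 0.39 (8 of 18 called, 7 adjusted over the list alone) and in F/F 0.31 (7 of 18, and 7 adjusted over the list alone). The camera adjusted p was 9.47e-23 in W/W, 4.21e-10 in W/F and 7.59e-12 in F/F, and all 3 held under fry and under the estimated correlation. The cholesterol synthesis list rose by 1.49 in W/W, in 22 of 22 genes (camera adjusted p 4.15e-36, held under fry and the estimated correlation). In W/F and F/F its median was below 0 as deposited and above 0 after rescaling (0.34 and 0.01). In W/F camera nevertheless placed the list higher than the other genes, as deposited (adjusted p 0.0111) and after rescaling (adjusted p 0.00932). This held neither under fry (adjusted p 0.328) nor under the estimated correlation, and in F/F camera made no call (adjusted p 0.272). The difference from W/W was -1.65 in W/F (camera adjusted p 2.68e-05) and -1.49 in F/F (7.65e-14), both held under fry and neither under the estimated correlation.

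The LXR target list rose with T0901317 by 0.88 in W/W (14 of 19 called, 15 adjusted over the list alone, camera adjusted p 1.75e-14) and by 0.79 in F/F (13 of 19 called, 14 adjusted over the list alone, camera adjusted p 7.26e-22). Both held under fry and the estimated correlation. In W/F its median was 0.28, with 10 of 19 genes higher (15 called, 9 of them higher, and 15 adjusted over the list alone), and the camera adjusted p of 3.15e-06 held neither under fry (adjusted p 0.0625) nor under the estimated correlation. After rescaling the W/F median was 0.76, with 13 of 19 genes higher (camera adjusted p 7.7e-04), beside 0.81 in W/W and 1.01 in F/F. The lower W/F median as deposited therefore depends on the scaling. Between genotypes this list was lower on chow, by -0.52 in W/F (camera adjusted p 2.31e-23) and by -0.42 in F/F (camera adjusted p 2.62e-14). On chow the call count in W/F was 6 of 19, and 10 adjusted over the list alone, and in F/F it was 14 of 19 and 15. On vehicle the LXR list was lower by -0.58 in F/F (camera adjusted p 8.01e-09), held under fry and the estimated correlation. In W/F it was lower there by -0.30 (camera adjusted p 7.86e-05), held under neither. With T0901317 it was lower by -0.75 in W/F (camera adjusted p 8.87e-12) and in F/F (camera adjusted p 1.20e-11). Both held under fry and the estimated correlation. The PPAR-alpha list rose with T0901317 by 0.85 in W/W, 0.56 in W/F and 0.30 in F/F (0.20 without F/F T0901317 replicate 3). All 3 passed by camera, W/W and W/F but not F/F held under fry, and none held under the estimated correlation. The bile acid list rose by 0.73 in W/F (camera adjusted p 3.70e-09) and by 0.53 in F/F (camera adjusted p 1.25e-12), both held under fry and the estimated correlation. Its response was larger than in W/W by 0.88 in W/F (camera adjusted p 2.00e-08) and by 0.93 in F/F (camera adjusted p 4.91e-10). The macrophage and inflammation list changed by -3.07 in W/F, with 20 of 20 genes called, 2 of them higher (20 adjusted over the list alone). In F/F it changed by -1.06, with 15 of 20 called, 2 of them higher (17 adjusted over the list alone). The camera test passed in W/F (adjusted p 1.52e-04) and not in F/F (adjusted p 0.557), and neither genotype passed under the estimated correlation. The difference in response from W/W was called in W/F, at -3.71 (camera adjusted p 6.21e-05), and not in F/F, at -1.38 (camera adjusted p 0.316). After rescaling, both F/F tests of this list passed. The fibrosis list changed by -2.18 in W/F and by -0.88 in F/F, lower in 16 of 16 genes in both. After rescaling 1 of the 16 genes was higher in F/F.

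The diet lowered the cholesterol synthesis list in all 22 genes of every genotype, by -2.15 in W/W, -3.14 in W/F and -1.91 in F/F (camera adjusted p 7.07e-57, 2.73e-47 and 8.07e-36), held under fry and the estimated correlation. It raised the macrophage list by 3.87 in W/F (camera adjusted p 1.01e-07) and 2.16 in F/F (camera adjusted p 0.00262), and the fibrosis list by 2.61 in W/F and 1.58 in F/F. In these 4 tests fry passed and the estimated correlation did not. With genes at the limit of 3 reads set to their bound, the median of the macrophage list in W/F was 4.25, and 7 other list medians that involve such genes did not move. On vehicle, F/F exceeded W/W by 4.07 in the macrophage list (20 of 20 called, 17 of them higher), where fry passed (adjusted p 1.64e-09) and camera passed after rescaling but not as deposited (adjusted p 0.0777). The fibrosis list was higher by 3.29 in F/F (camera adjusted p 2.27e-06) and by 2.49 in W/F (camera adjusted p 2.37e-07). The fatty acid synthesis list was lower in F/F than in W/W by -1.06 on chow, -1.32 on vehicle and -3.06 with T0901317. On chow the cholesterol synthesis list was higher in W/F than in W/W by 0.81 (21 of 22 genes, camera adjusted p 2.29e-36, held under fry and the estimated correlation), with 11 genes called and 15 adjusted over the list alone.

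**Figure D4:**
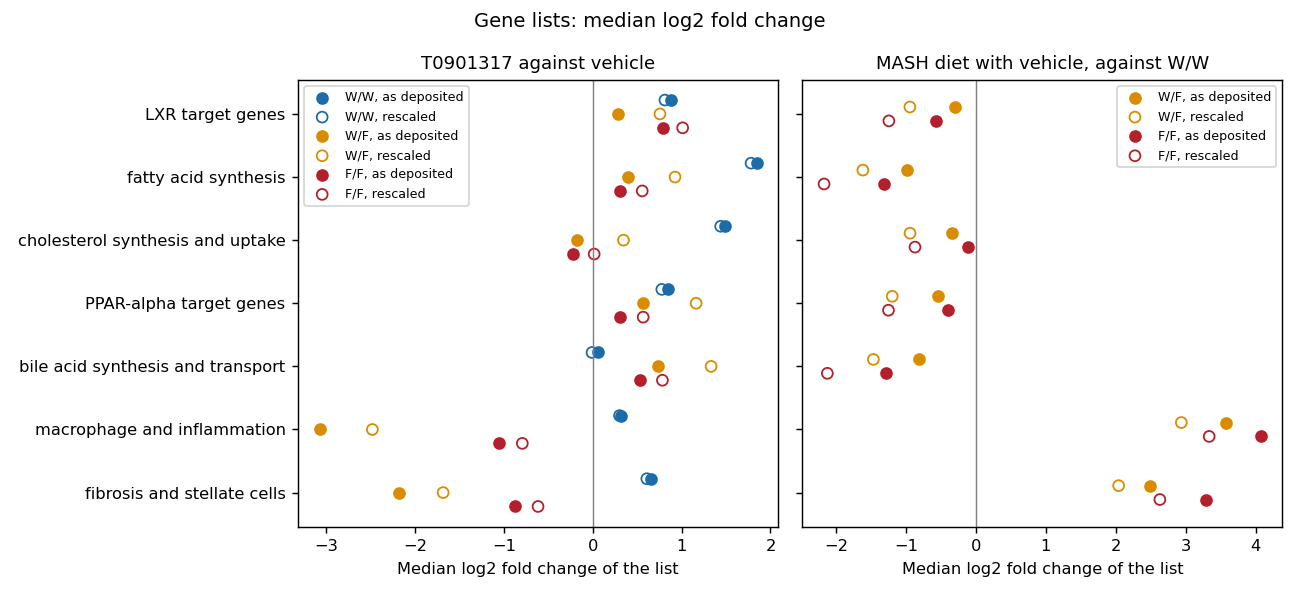
Each point is the median log2 fold change of a gene list, filled as deposited and open after rescaling, for T0901317 against vehicle (left) and for the mutants against W/W on vehicle (right), coloured by genotype. With T0901317 the cholesterol synthesis list changes sign on rescaling in W/F and F/F (to 0.34 and 0.01), and the macrophage list lies below 0 in W/F and F/F in both scalings.

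Responses were compared across genotypes over all 16638 genes, which are not independent replicates, and against 100 simulations without any effect that keep the shared samples. The T0901317 responses of W/F and F/F correlated at r = 0.631 (simulations -0.390 to 0.371), and 5290 of the 5326 genes called in both had the same sign (99.3%, where the shares of higher genes alone give 83.8%). After rescaling it was 2392 of 2414 (99.1%, against 50% from the shares). The responses of W/W and W/F correlated at -0.221 (simulations -0.385 to 0.405), with the same sign in 281 of 1186 genes (23.7%, against 36.7% from the shares) and after rescaling in 484 of 1405 (34.4%, against 51.7%). Those of W/W and F/F correlated at -0.0296 (simulations -0.362 to 0.444), with the same sign in 198 of 628 (31.5%, against 41.8%) and after rescaling in 245 of 517 (47.4%, against 55.2%). Neither correlation lay outside its simulations. On vehicle the W/F and F/F differences from W/W correlated at 0.926 (simulations 0.189 to 0.735). The sign was the same in 10814 of 10821 genes (84.4% from the shares), and in 7888 of 7893 after rescaling (50.1% from the shares). The correlation was 0.289 on chow (simulations 0.227 to 0.736) and 0.55 with T0901317 (simulations 0.195 to 0.761), both within their simulations. There the sign was the same in 54 of 54 genes on chow (56.9% from the shares) and 1040 of 1144 with T0901317 (49.75%). The diet and T0901317 effects, which share the vehicle mice, correlated at -0.819 in W/F (simulations -0.756 to -0.167), at -0.606 in F/F (simulations -0.792 to -0.257) and at -0.188 in W/W (simulations -0.742 to -0.194). F/F differences from W/W on chow and on vehicle shared the sign in 7247 of 7299 genes (88.1% from the shares) at r = 0.779, and in 4345 of 4414 after rescaling (50.6% from the shares).

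To compare responses, a score took the 200 genes with the smallest p in W/F, signed by the W/F effect. These genes were averaged in each W/W and F/F mouse. The p-values rest on the W/F effect and on a spread shared by all 36 libraries. The choice of genes was therefore not fully independent of the mice tested. Of the 200 genes of each score, 11 rose with T0901317 in W/F and 172 rose with the diet in W/F. The T0901317 score thus mostly follows genes that fell with T0901317 in W/F mice. It is no measure of the LXR target list, which rose by a median of 0.88 with T0901317 in W/W. The T0901317 score rose in F/F from -4.39 ± 0.06 to -3.34 ± 0.23 (SD, n = 4 each), a change of 1.05, and changed in W/W from -1.29 ± 0.10 to -1.56 ± 0.16 (SD, n = 4 each), by -0.27. The exact two-sided permutation p was 0.0286 in each genotype, the smallest that 70 arrangements allow. The difference between the genotypes was 1.32, with a permutation p of 0.373 over 4900 arrangements of genotype labels within treatments, a test that the large difference in level between the genotypes leaves uninformative, because exchanging labels within 1 treatment turns that level into a difference of responses. The diet score rose by 0.38 in W/W and by 2.08 in F/F, each at the smallest exact permutation p of 0.0286, and the difference of 1.70 had a permutation p of 0.164 in the same uninformative test. With each genotype's mean subtracted first, an alternative chosen after seeing the data, both differences had the smallest permutation p possible, 4.08e-04. On the LXR list, an alternative fixed beforehand, the diet difference of 0.65 passed the test over exchanged labels and the T0901317 difference of 0.91 did not. Over all alternatives and libraries left out the permutation p was 4.08e-04 to 0.403 for the T0901317 response score, F/F minus W/W, and 4.08e-04 to 0.262 for the MASH diet response score, F/F minus W/W. Without F/F chow replicate 2 the F/F diet score was 1.85 in place of 2.08. The SD of the score was 0.25 among F/F chow mice and 0.06 among F/F vehicle mice (n = 4 each).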

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

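The tests of mislabelling, of mixing and of where the W/F response difference lies were chosen only after the result was seen. The test on gaps within groups and the counts over other splits of the samples were fixed earlier. Within each group of 4 libraries, the gap of the highest or lowest library to its nearest neighbour was compared with the whole range of the group, against Dixon's critical value for 4 samples. Over 27 measures this made 243 tests, and 23 passed where chance alone would give 12.2 (5%). They fell on 13 libraries, of which W/F T0901317 replicate 2 passed on 6 measures and F/F T0901317 replicate 3 on 3 measures.

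For technical measures, W/F vehicle replicate 1 had 34.5 M reads (M, 1000000) where the other libraries of its group had 23.5 to 25.3 M reads. F/F vehicle replicate 3 had 42.1% of its TPM in the 100 most abundant genes (others 39.2% to 39.6%). The mitochondrial genes held 11.5% of TPM in F/F T0901317 replicate 3 (others 9.38% to 9.66%) and 9.40% in W/F chow replicate 4 (others 12.0% to 12.5%).

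For mean log2 levels of gene lists, the LXR target list lay at 5.38 in W/W chow replicate 3 (others 5.81 to 5.87) and the cholesterol list at 3.89 in W/F T0901317 replicate 4 (others 3.61 to 3.64). The PPAR-alpha list lay at 6.10 in F/F chow replicate 2 (others 6.64 to 6.72). In F/F T0901317 replicate 3 the bile acid list lay at 6.98 (others 6.79 to 6.82) and the macrophage list at 4.72 (others 5.26 to 5.34).

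For single genes, W/F chow replicate 4 had 38.7 TPM of Lpcat3 (others 59.3 to 61.4), W/F chow replicate 2 had 6.78 TPM of Mylip (others 4.50 to 4.70) and W/W chow replicate 3 had 3.53 TPM of Mylip (others 5.74 to 5.94). W/F vehicle replicate 2 had 55.7 TPM of Abcg8 (others 34.5 to 38.1). Fasn stood at 94.8 TPM in W/F T0901317 replicate 1 (others 53.5 to 59.25) and at 28.8 TPM in W/F vehicle replicate 1 (others 11.1 to 13.1). Col1a1 stood at 299 TPM in F/F vehicle replicate 2 (others 255 to 261) and at 8.44 TPM in W/W vehicle replicate 4 (others 1.96 to 2.76).

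The 6 measures of W/F T0901317 replicate 2 were the macrophage list at 4.83 (others 2.54 to 2.76), the T0901317 response score at -2.12 (others -1.42 to -1.31), the diet response score at 2.31 (others 1.34 to 1.42), Abcg1 at 31.8 TPM (others 9.27 to 12.8), Ccl2 at 24.9 TPM (others 0.585 to 0.951) and Col1a1 at 27.5 TPM (others 5.66 to 9.20). All 6 lie on the side of the W/F vehicle mice. These measures share genes and cells, so they are not 6 separate pieces of evidence. Low depth is argued against, since the library had 25.95 M reads, the most of its group, where the lowest had 22.7 M reads. RNA of W/F vehicle mice mixed into the library could place it there, and such mixing predicts the same share from every set of genes. The 440 genes at least 8-fold higher on vehicle gave a median share of 25.9%, and the 54 genes at least 8-fold higher with T0901317 gave 68.7%. The difference is 42.83 percentage points, against -26.5 to 38.01 in the other 3 mice, so the values of a single library do not decide, and mixing and a weaker response of this mouse cannot be told apart. A smaller dose or uptake in this mouse also stays open, untested.

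Over all 13 libraries, low depth is argued against as a common cause, since 4 of the 13 had the fewest reads of their group. A mislabelled sample was examined by asking which libraries correlated more with another group than with their own. This held for 3 of the 13 (W/F T0901317 replicate 4, W/F chow replicate 4 and W/W chow replicate 3), and 0 of these 3 had the Scd1 level of that other group, which argues against exchanged labels. The labels record nothing further about single mice, so no biological explanation was tested for these gaps.

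The genotype changed the responses of many genes, by the test of the difference itself. The T0901317 response differed from W/W for 9726 genes in W/F and 5065 in F/F, and the diet response for 9086 genes in W/F and 7654 in F/F. Genotype labels were exchanged within each treatment in 100 drawn splits, the real one included. As many genes were called in 3 of the 100 splits for the T0901317 response in W/F, in 8 of the 100 splits for that in F/F, in 5 of the 100 splits for the diet response in W/F and in 4 of the 100 splits for that in F/F. The highest counts among the other splits were 10137, 12509, 9923 and 9792 genes. By construction, a split that reverses the genotypes in 1 treatment only turns the genotype difference into a difference of responses, so such splits can call many genes. For the T0901317 response in F/F and the diet response in W/F, the share of splits with as many calls was 5% or more. Because such splits create response differences themselves, none of these shares, low or high, decides whether a grouping without effect gives as many genes.

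Where the T0901317 response differed, the genotype difference was mostly larger on vehicle than with T0901317, for 90.77% of the genes called in W/F (8828 of 9726) and 92.02% in F/F (4661 of 5065). The median absolute difference from W/W was 0.79 on vehicle and 0.16 with T0901317 in W/F, and 1.21 and 0.57 in F/F. These values are as deposited, and the shift of the rescaling factors against W/W, which moves all genes alike, enters them. This shift was 0.66 on vehicle and -0.01 with T0901317 in W/F, and 0.86 and 0.52 in F/F. As deposited, most of these genes were therefore closer to W/W with T0901317 than on vehicle. After rescaling, fewer of all genes tested were called against W/W with T0901317 than on vehicle. They numbered 2243 against 8831 in W/F and 7790 against 9809 in F/F. Whether the genes with a response difference were themselves closer after rescaling was not computed and stays open. The fatty acid synthesis list went the other way, from -0.98 on vehicle to -2.72 with T0901317 in W/F and from -1.32 to -3.06 in F/F, and the cholesterol synthesis list reached -1.89 in W/F and -1.68 in F/F with T0901317. In these 2 lists the mice with T0901317 differ more from W/W than the vehicle mice do, so the vehicle mice do not account for every response difference. Whether the receptor's own response to the agonist differs stays open. The vehicle mice enter both responses with opposite sign, so the T0901317 and diet differences are not independent.

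Of the 28 differences of list responses, 14 passed by both camera and fry, and all 14 kept their direction after rescaling. In W/F against W/W the median difference of the T0901317 response was -1.65 for cholesterol synthesis, 0.88 for bile acids, -3.71 for macrophage and inflammation and -2.73 for fibrosis. In F/F it was -1.49 for cholesterol synthesis, 0.93 for bile acids and -1.53 for fibrosis. For the diet response the difference in W/F was -0.997 for cholesterol synthesis, -0.75 for bile acids, 3.84 for macrophage and inflammation and 2.54 for fibrosis. In F/F it was -0.67 for bile acids, 2.00 for macrophage and inflammation and 1.54 for fibrosis. The camera call of the macrophage list for the diet response in F/F was lost under a pseudocount of 0.1, under the filter of at least 5 TPM and without any 1 of 9 libraries. These were F/F chow replicates 1 and 4, F/F vehicle replicates 1, 2 and 4, W/W chow replicates 2 and 4 and W/W vehicle replicates 2 and 3. Over all libraries left out in turn its median was 1.91 to 2.12. With an estimated correlation, the bile acid list in all 4 differences and the cholesterol list for the diet response in W/F passed. The composition of the libraries differs between these groups and the shift of the median gene enters each value, which the rescaling removes without a change of direction. The genotype is the biological explanation that the design names, and it stays open as such. Whether these lists differ through the cells present or through expression within cells was not tested here.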

How the results depend on the processing

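Of the results 304 were examined again, 25 of them counts or scores that answer a comparison and 279 named genes, lists and 2-fold counts. They were recomputed under 14 alternatives and with each of the 36 libraries left out where it enters. Of the recomputed values of the 25, 499 kept their direction and side of the threshold, 20 moved, 2 became weaker, 3 became stronger and 0 reversed. Of those of the 279, 4623 kept both, 74 became weaker, 32 became stronger, 18 moved and 38 reversed. Recovered reads with voom, and genotype means subtracted before permuting, were chosen after seeing the data. Every alternative in the plan was run where it applies.

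Rescaling by median-of-ratios factors moved the count for T0901317 in F/F from 5841 to 2729, for F/F against W/W on chow from 7764 to 4963, for the T0901317 response in F/F against W/W from 5065 to 2904 and for the diet response in F/F against W/W from 7654 to 4469. It also took the comparisons called for Nr1h3 from 0 to 10 and for Nr1h2 from 10 to 0. By construction rescaling moves all genes of a library together, which moves results near 0 across it, and 15 reversed. For T0901317 in W/W the bile acid list became -0.0097. For T0901317 in W/F, Abca1 became 0.42, Nr1h2 0.069, Nr1h3 0.42 and the cholesterol list 0.34, and in F/F, Nr1h2 became 0.021, Nr1h3 0.17 and the cholesterol list 0.015. The bile acid list for the diet in W/W became 0.056. For F/F against W/W, Nr1h3 became -0.22 on chow, -0.79 on vehicle and -0.37 with T0901317. The LXR list difference for the T0901317 response became 0.31 in W/F and 0.25 in F/F, and the cholesterol list difference for the diet response in F/F -0.35. The other named results that changed were 3 moved, 8 stronger and 7 weaker.

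Array quality weights moved the count for W/F against W/W from 81 to 132 on chow and from 1644 to 2920 with T0901317, and gave 1 call for Nr1h3. They reversed the macrophage list for W/F against W/W with T0901317 (-0.11), Nr1h3 for F/F against W/W on vehicle (-0.026) and the LXR list for the T0901317 response in F/F (0.055), and made 3 named results stronger. The voom fit gave 2888 for the T0901317 response in F/F and reversed Abca1 (0.0026) and Nr1h3 (0.0011) for T0901317 in W/F and Nr1h3 for F/F on vehicle (-0.13), with 6 named counts moved and 1 named result stronger. For both, the cause was not tested. Fitting only the groups compared, which uses fewer samples to estimate the spread, moved the count for the diet in W/W from 2141 to 580 and for W/F against W/W on chow from 81 to 3, with 11 named results weaker and 2 moved.

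With an estimated correlation 40 of the 112 list tests passed in place of 88. The pseudocount of 0.1 moved 7 named counts and weakened 3 named results, no filter strengthened 5 and weakened 7, and the filter of at least 5 TPM weakened 2. None of these moved any of the 25 past its limit (1.5-fold for a count), with no filter applied to 19 of them. The counts did shift, most with the filter of at least 5 TPM, from 12724 to 9271 for F/F against W/W on MASH diet with vehicle. On the LXR list, the T0901317 score in W/W (-0.17) and the diet score in W/W (0.19) became weaker, and the difference of the diet scores (0.65) stronger. With genotype means subtracted, the score differences of 1.32 and 1.70 had the smallest permutation p possible, 4.08e-04, in place of 0.373 and 0.164. By construction, subtracting the means removes the difference in level that exchanged labels otherwise turn into a difference of responses. The cause was not tested for the lists and for the scores on the LXR list. The top 100 and top 500 genes changed none of the 6 scores.

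Leaving out 1 library gave 3244 (without F/F T0901317 replicate 3) to 6361 genes for T0901317 in F/F, 1091 (without W/W vehicle replicate 1, with 1266 without W/W chow replicate 2) to 2128 for the diet in W/W, and 53 (without W/W chow replicate 4) to 99 for W/F against W/W on chow. Nr1h3 had 0 to 1 calls (1 without W/F chow replicate 4). The F/F diet score ranged from 1.85 to 2.14 and its difference from W/W from 1.47 to 1.75, both lowest without F/F chow replicate 2. In 10 results the direction reversed. For T0901317 in W/W the bile acid list ranged from -0.020 (without vehicle replicate 1) to 0.11. For the diet in W/W the fatty acid list ranged from -0.40 to 0.056 (without vehicle replicate 3) and the fibrosis list from -0.030 (without vehicle replicate 4, and -0.026 without chow replicate 3) to 0.17. For W/F against W/W the bile acid list on chow ranged from -0.055 (without W/W replicate 3, and -0.0049 without W/F replicate 3) to 0.13. With T0901317 the macrophage list ranged from -0.40 (without W/F replicate 2) to 0.39, and the fibrosis list from -0.34 to 0.14 (without W/W replicate 2, and 0.086 without W/F replicate 1). For F/F against W/W on vehicle, Nr1h3 ranged from -0.027 (without F/F replicate 1, and -0.019 without W/W replicate 1) to 0.12 and the cholesterol list from -0.21 to 0.0017 (without W/W replicate 2). The LXR list for the T0901317 response in F/F ranged from -0.15 to 0.061 (without F/F vehicle replicate 4, with 0.043 without F/F T0901317 replicate 3 and 0.025 without W/W vehicle replicate 1). The cholesterol list for the diet response in F/F ranged from -0.11 (without F/F chow replicate 2, and -0.10 without W/W chow replicate 2) to 0.24 (without F/F chow replicate 1). Of the other named values, 44 in 12 results became weaker and 14 in 7 results stronger, and why single libraries do so was not tested.

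Replicate numbers are not stated to pair the mice, and in 0 of the 12 comparisons of 2 groups were all 4 correlations between same-numbered libraries over 0.1. With the number as a block, 278 of the 279 named results and the 23 others it applies to kept their direction and side of the threshold, and Mylip for T0901317 in F/F, at 0.41, became a call. With signs changed within numbers, the scores had the smallest p that 16 arrangements give, 0.125, which says nothing on their stability. The recovered depth limits genes near 3 reads, for which a fold change is no more than a bound.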

Other observations

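The tests of library depth, hepatocyte share, Kupffer cells, macrophages, the hepatocyte share of the male-biased genes, the female pattern, mitochondrial genes, the neighbours of Nr1h2, stellate cells and a cohort difference common to all genotypes were chosen only after the result was seen. The marker lists used below were also written after some of their genes had been seen, so that every pattern they show is a hypothesis found and tested on the same data.

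Each comparison of 2 groups of 4 mice was repeated for all 35 splits of its 8 libraries into 4 and 4, the real one included. With T0901317 against vehicle as many genes were called in 1 of the 35 splits in W/W (the real 1794, next highest 2), 1 of the 35 in W/F (10971, next 7506) and 1 of the 35 in F/F (5841, next 797). For the MASH diet it was 1 of the 35 splits in W/W (2141, next 23), 1 of the 35 in W/F (10145, next 3510) and 1 of the 35 in F/F (9279, next 2909). For F/F against W/W it was 1 of the 35 on chow (7764, next 2371), 1 of the 35 on vehicle (12724, next 7165) and 1 of the 35 with T0901317 (10517, next 5706). For W/F against W/W it was 1 of the 35 on vehicle (11391, next 6871), 1 of the 35 with T0901317 (1644, next 186) and 2 of the 35 on chow, where another split called 275 genes against the real 81. The chow difference between W/F and W/W as a count is therefore within what other groupings of these 8 mice give.

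Most genes called in F/F against W/W on vehicle were higher, with a median log2 fold change of 0.70 over all genes. Removing the 100 most abundant genes and computing the shares again left a median of 0.43 (0.4253, spread between library medians 0.0494), which argues against these genes as the whole cause. A difference in depth is argued against by an exact two-sided permutation test of the recovered reads (p = 0.5429, n = 4 each). Gene length is argued against by medians of 0.53, 0.76 and 0.77 in short, middle and long genes (the smallest 0.528), all above 0. A lower share of hepatocyte RNA with all other cells in their usual proportions is argued against, since the difference between the recruited macrophage and endothelial lists was 4.947 (4.87 against -0.07), where such a share predicts equal rises. A broader change in composition, with some cell types increased and others not, may explain the shift, and so may a change of total RNA per cell, which TPM cannot show. The genotype is the biological group in the design, and whether it acts through cell composition was not tested.

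Lists of marker genes gave these medians for F/F against W/W on vehicle, where the median gene moved by 0.70. The hepatocyte list of 10 genes, all at 1 TPM or more in W/W chow liver, was at -0.61, with 6 called lower and 2 higher. Bile duct genes (6, of which 4 at 1 TPM or more) were at 2.69, neutrophil genes (5, of which 3) at 4.56, stellate genes (6, of which 6) at 2.16 and recruited macrophage genes (6, of which 1) at 4.49. Endothelial genes (6, of which 6) were at -0.19. T cell genes (5, of which 1 and with 4 tested) were at 0.73 and B cell genes (4, of which 0 and with 3 tested) at 0.41, close to or below the shift of the median gene. Of the recruited macrophage genes 5, of the stellate genes 4 and of the resident Kupffer genes 3 are also in the lists fixed beforehand, so they are not separate evidence.

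Resident Kupffer cell genes (5, all at 1 TPM or more in W/W chow liver) were lower in F/F than in W/W on vehicle by a median of -3.59, with all 5 called. T0901317 raised this list in F/F by 3.29, with 3 called. With T0901317, Cd5l in F/F reached 86.0% of its W/W level (70.1% to 123% among mice) and Vsig4 69.03% (53.6% to 100.1%), while Clec4f reached 28.95% (25.3% to 35.6%) and Timd4 4.82% (1.99% to 10.8%). Marco ranged too widely to place, from 37.3% to 359% among mice. A full return of resident Kupffer cells would bring these genes back together, so it is argued against. A general change in macrophage RNA is argued against, since the recruited list changed by -0.8702 while the resident list rose by 2.98. Cells that gain some of these genes but not others, or induction of Cd5l and Vsig4 by the agonist itself, could account for the values and were not tested.

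Male-biased liver genes (12, all at 1 TPM or more in W/W chow liver, 1 in another list) were lower in F/F than in W/W on vehicle by a median of -3.15, with 11 of 12 called. With T0901317 they rose in W/F by 2.96, with 10 called, changed in F/F by 0.40, with 3 called higher, and fell in W/W, at -1.56, with 6 called lower and 1 higher. The response differed from W/W by 3.63 in W/F, with 12 called, and by 1.76 in F/F, with 6 called. A lower share of hepatocyte RNA is argued against, since the list fell further than the hepatocyte list by a difference of -3.423 in F/F and -3.32 in W/F. For a switch to the female pattern, 7 of the 12 female-biased genes could be tested, of which 3 reach 1 TPM in W/W chow liver. In F/F on vehicle 1 of the 7 was called higher, with a difference of list means of 0.18 (spread 0.24). On vehicle 2 of the 12 genes reached 1 TPM in F/F. These values argue against such a switch in F/F on vehicle. In W/F it stays open, since 3 of the 7 were called higher and 1 lower, with a difference of list means of 0.94 (spread 0.42). On vehicle the medians of the list were 0.16 in F/F and 0.18 in W/F, below the shift of the median gene in both. With T0901317 the female-biased list means rose by 1.30 (spread 0.22) in W/W and by 0.99 (spread 0.44) in F/F. In W/F 1 gene was called higher and 1 lower with T0901317. A shift toward the female pattern under the agonist stays open. Reads shared between near-identical genes are argued against, since 5 of the 6 male-biased genes with under 25% shared sequence were called lower, with a median of -4.04. A loss of male-specific signalling, for example by growth hormone, may be a candidate explanation and was not tested.

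Among the imprinted growth genes (12 listed, 9 tested, 3 at 1 TPM or more in W/W chow liver), F/F was higher than W/W by a median of 0.77 on chow, with 7 called, and 1.25 on vehicle, with 8 called. Meg3 stood at 35.75 ± 8.29 TPM in F/F chow mice, 18.1 ± 6.97 TPM in F/F vehicle mice and 4.52 ± 0.902 TPM in F/F mice with T0901317, against 0.453 ± 0.0445, 0.328 ± 0.0924 and 0.230 ± 0.105 TPM in W/W (SD, n = 4 each). More stellate cell RNA as the source of Meg3, Rian and Mirg is argued against, since all 3 fell with the diet in F/F, the least by -0.799, where the stellate list rose by 0.87. Expression in other cells, or a change within hepatocytes, could account for it and was not tested. These genes were chosen after their values were seen.

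Of 13 mitochondrial mRNAs 6 had means under 1000 TPM (mt-Co2 at 20.2 TPM, for instance), beside 7 such as mt-Co1 at 31492 TPM. Of the 6 low ones, 5 have over 90% of their sequence in other annotated genes, where the 7 high ones have at most 62.2%, which fits reads shared with nuclear copies left out of the counts. The exception is mt-Atp8, with 0% shared as a whole gene. For these 5 the listed values are then no measure of the mRNA, and the low value of mt-Atp8 was not explained by any test.

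Genes near the edited locus, carried along from the edited founder, could differ between W/F and W/W on chow. The study's description leaves the symbol of the edited gene unclear, so the neighbours of both genes were examined, where 0.195 calls and 2.25 unadjusted p under 0.05 are expected by chance among 40 genes. Of the 40 tested genes nearest to Nr1h3, 0 were called and 2 had an unadjusted p under 0.05. Of the 40 nearest to Nr1h2, 1 was called and 1 had an unadjusted p under 0.05, the gene Klk1b4, named after its value was seen. Of the 81 called genes 7 lie on the chromosome of Nr1h3, against 6.31 expected, and 4 on that of Nr1h2, against 6.15 expected. At either locus this argues against the carried-along genes as the source of the difference as a whole, and for Klk1b4 alone it stays open.

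The 2141 genes called for the MASH diet in W/W compare mice of 2 cohorts, so the diet and the cohort cannot be told apart. In W/F and F/F a cohort difference common to all genotypes is argued against as the whole cause. From chow to vehicle the first principal component shifted by 0.263 in W/W, with at most 16.1 between any 2 mice, and by -125 in W/F and -86.4 in F/F, with at least 112 and 66.5 between any 2 mice. The shift differed from that in W/W by -125.2 in W/F and -86.66 in F/F. On the second component, chow and vehicle mice lay apart in the same direction in every genotype. In W/W it was -29.8 to -13.8 on chow and 12.8 to 28.3 on vehicle. In W/F it was -35.9 to -30.6 and -7.24 to 11.4, and in F/F -41.4 to -35.6 and -5.67 to 8.27. Diet or cohort could give this common shift. A cohort difference as part of the diet changes, or one that acts in 1 genotype only, stays open.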
